A study of Homo sapiens with 9 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

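LNCaP cells had been starved of serum and calcium before recombinant NRG1 was added, and total RNA was collected at 0, 12 and 24 h. Per the study's methods, the authors prepared mRNA libraries, sequenced them as read pairs, trimmed adapters with Cutadapt, aligned the reads to GRCh38 with STAR and counted them per gene with featureCounts against a GENCODE annotation. The methods also state that 1 replicate of LNCaP cells at time 0 was left out for its quality, without naming the treatment it belonged to. The study's captions give a varying number of replicates for ASPN and a fixed one for NRG1, which points to the ASPN experiment. All 3 of the 0 h libraries in the table were used here, and each was left out in turn as an alternative. The strand setting and the handling of reads that map to several places were not stated. The authors deposited the counts as whole numbers in 1 column per library, without normalization and without pooling replicates. All 37351 genes of the table had at least 1 read. The table also held 14 empty columns, which were not used. Because reads were counted without molecular identifiers, the precision given by the depth of 47016302 to 60985825 counts per library covers counting error only.

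Groups and replicate numbers were taken from the sample titles, with 3 groups of 3 libraries. Genes with enough counts were kept with filterByExpr on the groups, which left 19250 genes, and libraries were scaled with the trimmed mean of M values (TMM). Counts were tested with edgeR 4.0.16 in R 4.3.3, with a robust quasi-likelihood fit of all 9 libraries and no covariate. The comparisons were 12 h against 0 h, 24 h against 0 h and 24 h against 12 h, and an F test of any difference among the 3 times. P-values were adjusted by the method of Benjamini and Hochberg over all tested genes of a comparison. A gene passed a comparison with an adjusted p-value of at most 0.05 and a fold change of at least 1.5. The authors used DESeq2 with the same thresholds, and DESeq2 1.42.0 was run as an alternative. Values per gene are CPM on TMM-scaled library sizes, with mean and SD over 3 replicates, and log2 fold changes are those fitted by edgeR, with standard errors from the F statistic. Filters, tests, thresholds, gene lists and the alternatives not described below as later additions were chosen before the data were examined.

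The genes named in the text are the 5 largest rises and the 5 largest falls of each comparison, among genes past both thresholds with an average log2 CPM of at least 2 and no overlap of the replicates between the groups, together with a fixed panel of 22 genes. Other genes named were chosen after their values were seen. Gene coordinates are those of the deposited table. Genes that overlap a named gene were read from the same table, and near-identical copies were sought with BLAST 2.17.0 as matches of at least 95% identity over at least 150 bases between the longest transcripts of each gene. Of 31 named genes, 5 had such a match and 19 overlapped another gene, in 4 cases a gene with over 10% of their own counts (ERBB2, ETV4, GLI1 and LRIG1).

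The lists were not drawn from a database but written from general knowledge of each pathway: ERK pathway output, E2F targets and DNA replication, mitosis, YAP and TEAD targets, Hedgehog pathway, NFE2L2 targets, ATF4 and amino acid synthesis, sterol synthesis, interferon-stimulated genes, MYC targets and ribosome biogenesis, FOXO targets, and hypoxia and glycolysis. No gene was in more than 1 list. They were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, and p-values were adjusted over the 39 tests of 13 lists. Of these, 1 list and some genes that meet the rules above are not reported here, and the counts of lists cover the other 12. The value given for a list is the mean log2 fold change of its tested genes.

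The correlation of the 12 h and 24 h effects was set against 20 simulations in which counts of all 9 libraries were drawn from the same mean per gene with the fitted dispersions. The sign agreement of genes selected at 12 h and the counts of passing genes were set against these simulations after the data were seen. The alternatives, not all of which apply to every result, were DESeq2, median-of-ratios size factors, no scaling factor, all genes with a count, at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, no fold threshold, a fold threshold of 2, glmTreat against 1.5-fold, no mitochondrially encoded genes, camera with an estimated correlation, fry, and each replicate left out in turn. A further pair of alternatives was chosen after seeing the data: removing each library's trend on GC content and transcript length (splines fitted to the deviations of log2 CPM, entered as offsets, with properties of the longest transcript for 99.8% of tested genes), and thinning all libraries to the smallest total. The methods were tested on simulated counts. Of 195 genes changed by 2 or 4-fold and tested, 87.7% were recovered with the right sign and 2 unchanged genes passed, among 18879 genes. With a GC trend added to 1 group and no gene changed, 9386 of 18888 genes passed on the adjusted p-value before the correction and 2 after it. The shifted list among 13 simulated lists was recovered and 0 others passed, among 18876 genes. Genes were drawn independently there, so this does not test the preset correlation of 0.01. Correlations estimated from the data ranged from 0.0128 (interferon-stimulated genes) to 0.525 (ATF4 and amino acid synthesis) among the reported lists.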

Results

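RNA sequencing measured the transcriptome of LNCaP cells, a human prostate cancer line, after treatment with recombinant NRG1, a secreted ligand of the receptor HER3. Cells were collected at 0, 12 and 24 h, with 3 libraries at each time. The treated cells had received 15 ng/mL NRG1. The deposited table held read counts for 37351 genes in these 9 libraries. Total counts per library were 58267359 to 60985825 at 0 h, 48760003 to 54083444 at 12 h and 47016302 to 54605125 at 24 h, so the 0 h libraries were the deepest. Mitochondrially encoded genes took 5.70% ± 0.391 of the counts at 0 h, 5.48% ± 0.0369 at 12 h and 5.20% ± 0.172 at 24 h (SD, n = 3 each).

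Replicates were close to one another. The correlation of log2 CPM (read counts scaled to the size of the library) lay between 0.991 and 0.993 across genes in the 9 pairs of replicates, and the common biological coefficient of variation was 4.07%. No pair agreed within sampling noise. The chi-square statistic of their counts divided by its degrees of freedom was 3.15 to 9.11 within groups and 7.25 to 27.7 between groups, so all 9 libraries were counted separately. The first principal component held 25.2% of the variance and separated the 0 h libraries (scores of -30.8 to -28.4) from the 12 h libraries (9.68 to 14.2) and the 24 h libraries (14.7 to 21.9). No library of cells kept for 12 or 24 h without NRG1 was analysed here, so each comparison with 0 h covers both NRG1 and the time in serum-free medium.

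The first comparison addressed which genes respond to NRG1 by 12 h. Of 19250 tested genes, 457 differed at 12 h from 0 h with an edgeR adjusted p-value of at most 0.05 and a fold change of at least 1.5, the thresholds the study's methods give. Of these, 191 were higher and 266 were lower. Without the fold threshold 3605 genes passed, with a median absolute log2 fold change of 0.22, and with a fold change tested against 1.5 by glmTreat, the alternative that moved the count most among those with a fold threshold, 81 genes passed. Among genes with an average log2 CPM of at least 2, the largest rise was in ETV4 (ENSG00000175832.13, chromosome 17, 43527844 to 43579620, GRCh38), from 0.160 ± 0.114 CPM to 14.6 ± 0.471 CPM (SD, n = 3 each). Its log2 fold change was 6.47 with a standard error of 0.17 and an edgeR adjusted p-value of 3.68e-24. The gene DHX8 overlaps ETV4 on the other strand and had more reads. The counting is not stated to use strand, so some ETV4 reads are uncertain, although DHX8 itself changed by 0.13 at 12 h. EGR1 (ENSG00000120738.8, chromosome 5, 138465479 to 138469303) followed, with a log2 fold change of 5.02 and a standard error of 0.10, rising from 0.692 ± 0.121 to 22.4 ± 0.879 CPM. ETV5 (chromosome 3, 186046314 to 186110318) rose by 4.78, FOS (chromosome 14, 75278826 to 75282230) by 4.34 and DUSP6 (chromosome 12, 89347235 to 89352501) by 4.25. These 5 genes were near 1 CPM or below at 0 h, with the 0 h mean of FOS at 1.41 CPM.

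The falls at 12 h were smaller than the rises. ABCB11 (ENSG00000073734.10, chromosome 2, 168915498 to 169031324) fell to 2.79 ± 0.252 CPM, with a log2 fold change of -1.98, a standard error of 0.12 and an edgeR adjusted p-value of 2.35e-15. KCNN2 (chromosome 5, 114055926 to 114496500) had a log2 fold change of -1.45, DSEL (chromosome 18, 67506587 to 67516720) of -1.43, PEG3 (chromosome 19, 56810077 to 56840728) of -1.38 and OPRK1 (chromosome 8, 53225724 to 53251637) of -1.21. PEG3 was abundant, at 964 ± 29.0 CPM at 0 h and 371 ± 21.8 CPM at 12 h.

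At 24 h compared with 0 h, 638 genes passed both thresholds, 295 higher and 343 lower, and 4065 passed on the adjusted p-value alone. ETV4 rose to 25.2 ± 1.78 CPM (log2 fold change 7.26, standard error 0.16, edgeR adjusted p-value 1.51e-26). The next rises were ETV5 (5.18), EGR1 (5.07), DUSP6 (4.67) and FOS (4.62). ABCB11 fell further, to 1.16 ± 0.362 CPM (log2 fold change -3.25, standard error 0.14, edgeR adjusted p-value 3.87e-20). PEG3 (-2.34), DSEL (-2.14) and KCNN2 (-1.88) followed. The fifth was ACTRT3 (ENSG00000184378.3, chromosome 3, 169766921 to 169769561), with a log2 fold change of -1.58, from 13.7 ± 0.718 to 4.60 ± 0.768 CPM. An F test of any difference among the 3 time points gave 4830 genes with an edgeR adjusted p-value of at most 0.05.

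**Figure D1:**
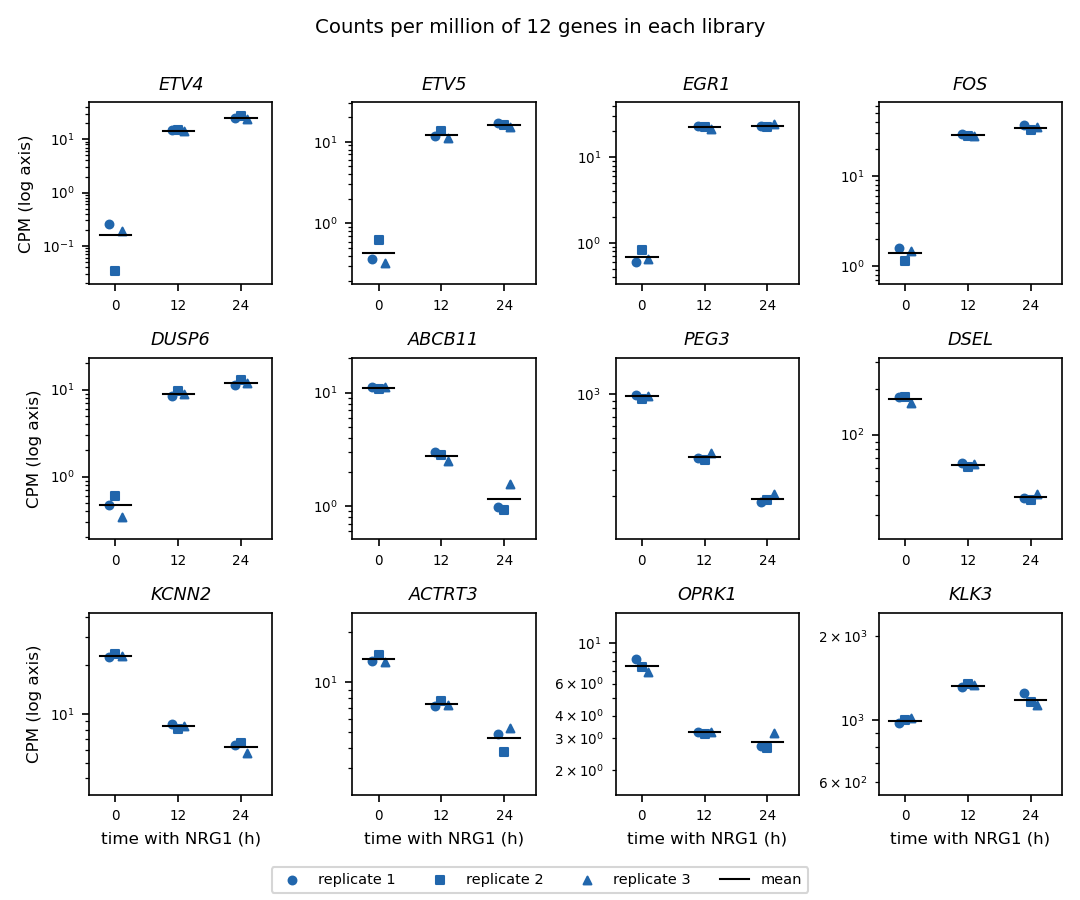
CPM of 12 genes in each library (y axis, log scale) against the time with NRG1 in hours (x axis). Points are the 3 replicates and lines are their means, and in all 12 genes no 0 h library overlaps a 12 h library.

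The question of whether the response at 12 h persisted was addressed by setting both effects against each other. The same 278 genes passed at both times in the same direction, 141 higher and 137 lower, and no gene passed in opposite directions. In 20 simulations of unchanged groups against the same 0 h libraries, the mean number of shared genes was 0.050. Of the 457 genes of the 12 h comparison, 445 had the same sign at 24 h and 215 of them had the larger change at 24 h. In the same simulations, the 457 genes with the lowest 12 h p-values gave means of 417 genes (400 to 430) and 31.5 genes (23 to 41). Agreement in sign alone therefore does not separate a lasting change from noise in the shared 0 h libraries. The simulated genes were unchanged and had to pass no threshold, which a mean of 0.2 genes did at 12 h. They therefore do not give the share of the agreement among the 457 passing genes that comes from those libraries. A further 179 genes passed at 12 h only and 360 at 24 h only. The 24 h value itself differed from the 12 h value by the edgeR adjusted p-value in 29 of the 179 and in 94 of the 360, so most genes that passed at a single time were not shown to differ between the times. Across all tested genes, which are not independent replicates, Pearson's r between the 2 effects was 0.676 and Spearman's rho was 0.618. Because both effects share the 0 h libraries, unchanged groups gave a mean r of 0.484 (0.451 to 0.504) and a mean rho of 0.424. The alternative that moved r most took different 0 h libraries for the 2 effects. It gave 0.335 with replicate 1 as the reference at 12 h and 0.392 with replicate 1 as the reference at 24 h. Replicates 2 and 3 were the reference of the other effect. The simulated 0.484 arises from shared 0 h libraries and is not the reference for these 2 values, for which no simulation was run. They are differences of mean log2 CPM with fewer 0 h libraries per effect, which adds noise, so their fall is not only the removal of shared noise.

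**Figure D2:**
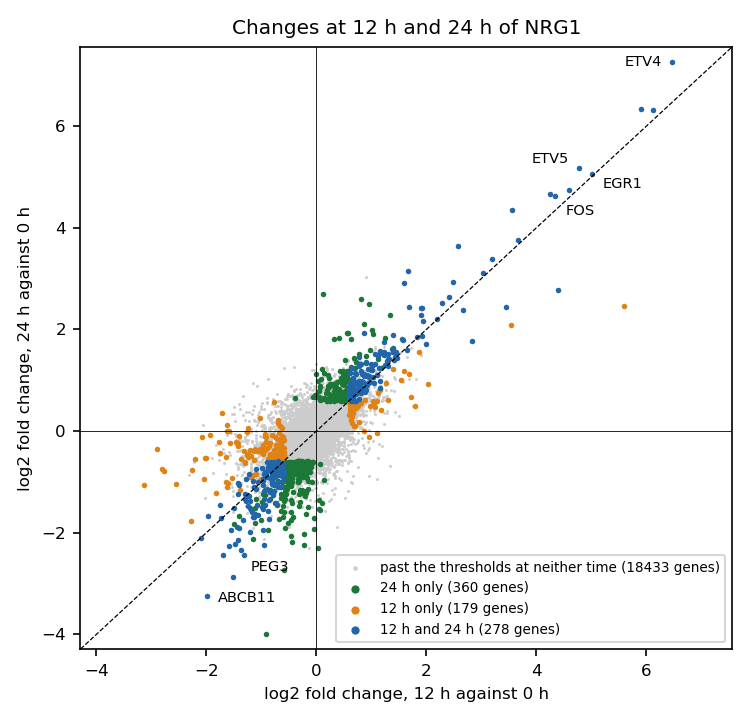
Log2 fold change at 24 h against 0 h (y axis) against that at 12 h against 0 h (x axis) for each tested gene. Colours mark the 278 genes past both thresholds at both times, the 179 at 12 h only and the 360 at 24 h only, and the dashed line marks equal change.

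The direct comparison of 24 h with 12 h gave 87 genes past both thresholds, 48 higher and 39 lower at 24 h, and 1171 on the adjusted p-value alone. Without 12 h replicate 2 the count was 55. Of the 87 genes, 66 had also passed against 0 h at 12 or 24 h, and 50 of these lay further from 0 h at 24 h. The largest rise was in PRSS2 (ENSG00000275896.6, chromosome 7, 142760398 to 142774564), from 10.8 ± 0.202 CPM at 12 h to 27.4 ± 1.26 CPM at 24 h (log2 fold change 1.35, standard error 0.067, edgeR adjusted p-value 2.7e-16). TLL1 (chromosome 4, 165873237 to 166104457) rose by 1.06, the PRSS2 paralog PRSS1 (chromosome 7, 142749468 to 142753076) by 0.82 and ETV4 by 0.79. The falls were led by ABCB11 (-1.27), MT1F (chromosome 16, 56657731 to 56660698, -1.02), PEG3 (-0.97), MT2A (chromosome 16, 56608584 to 56609497, -0.92) and DSEL (-0.71). MT1F and MT2A belong to a family of similar short genes. The edgeR adjusted p-value of MT2A was 0.0117, and without 24 h replicate 3 it was 0.0577. Over the alternatives run for it, it ranged from 3.09e-09 to 0.0577.

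A panel of 22 genes was fixed for the receptors, ligands and targets the study concerns, of which 18 were tested. NRG1 (1 read in total), NRG2 (16), ASPN (4) and CCN2 (10) were under the count filter. At 12 h, 11 of the 18 genes passed on the edgeR adjusted p-value over all genes and 12 when adjusted over the list alone. At 24 h these counts were 10 and 13, and for 24 h compared with 12 h they were 3 and 3. The fold threshold was also passed by 4 panel genes at 12 h and by 4 at 24 h. Of the panel genes reported here, EGR1, DUSP6 and SPRY4 passed it at both times. SPRY4 had a log2 fold change of 6.13 at 12 h and 6.32 at 24 h, from 0.0668 ± 0.0579 CPM at 0 h. KLK3, which encodes prostate-specific antigen, rose from 994 ± 20.1 CPM to 1328 ± 17.5 CPM at 12 h and was at 1183 ± 62.4 CPM at 24 h, with log2 fold changes of 0.42 and 0.25.

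Of the receptors, ERBB2 was lower by a small margin at both times, with log2 fold changes of -0.13 at 12 h (edgeR adjusted p-value 0.0052) and -0.15 at 24 h (0.00126). The end of ERBB2 overlaps MIEN1 on the other strand, which had 15.1% of its counts. ERBB3 changed by 0.075 and -0.013 and EGFR by 0.13 and 0.17, and none of these 4 values passed. EGFR did pass in some alternatives, among them DESeq2 (log2 fold changes of 0.14 at 12 h and 0.17 at 24 h) and the fits without 0 h replicate 1 (0.20 and 0.23), with edgeR or DESeq2 adjusted p-values from 0.00016 to 0.334 over the alternatives run for it at 12 h. ERBB4 was at 0.465 ± 0.0361 CPM at 0 h. Its log2 fold changes of -0.39 at 12 h and -0.37 at 24 h, each with a standard error of 0.38, did not pass. A change of this size was not detectable at this depth. CCND1 rose by 0.26 and 0.32, E2F1 by 0.27 and 0.32 and ERRFI1 by 0.38 and 0.47, while LRIG1 changed by -0.18 and -0.17. TXNIP rose by 0.10 at 12 h (edgeR adjusted p-value 0.0263), a call lost without 0 h replicate 2, 12 h replicate 1 or 12 h replicate 2, where the log2 fold changes were 0.070, 0.10 and 0.096 and the adjusted p-values 0.178, 0.0612 and 0.086. The 24 h change of TXNIP, 0.076, did not pass, and without 0 h replicate 3 it was 0.12 and passed. CCN1, PTCH1 and IRS2 did not differ from 0 h at either time. GLI1 was higher at 24 h than at 12 h, at 1.45 ± 0.127 against 0.791 ± 0.170 CPM (log2 fold change 0.87, edgeR adjusted p-value 0.0211). It lost this call in 4 of the 6 fits that each left out 1 of these libraries, without 12 h replicate 2 (log2 fold change 0.73), 12 h replicate 3 (0.87), 24 h replicate 2 (0.87) or 24 h replicate 3 (0.81). The adjusted p-value ranged from 0.0129 to 0.137 over the alternatives run for it. GLI1 overlaps 2 other genes with more reads. Neither of its changes from 0 h passed.

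Gene lists were tested against all other genes with camera. Of 36 tests of 12 lists, 21 had an adjusted p-value of at most 0.05, with 6 at 12 h, 8 at 24 h and 7 between 12 and 24 h. With the correlation among genes estimated from the data 7 tests passed, and with fry 23 passed, 19 of them among the 21. Under the estimated correlation the ERK pathway output, sterol synthesis and MYC target lists passed at 12 h, the ERK pathway output and MYC target lists at 24 h, and the mitosis and sterol synthesis lists between 12 and 24 h.

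The ERK pathway output list had the largest change, with a mean log2 fold change of 2.27 at 12 h (camera adjusted p-value 1.41e-29) and 2.47 at 24 h (5.97e-29), and medians of 1.0 and 1.2. At both times 14 of its 15 tested genes were higher, and PHLDA1 was the exception. The list rose again by 0.20 between 12 and 24 h (camera adjusted p-value 0.00312). E2F targets and DNA replication genes were higher by a mean of 0.17 and 0.16, with 25 and 22 of 28 genes higher, and changed by -0.0035 between the times. The mitosis list was higher by a mean of 0.081 at 12 h (camera adjusted p-value 0.00339) and lower at 24 h, with a mean of -0.17 (1.34e-10). In the comparison of 24 h with 12 h its mean was -0.25, and 23 of its 24 genes were lower (camera adjusted p-value 1.33e-31).

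MYC targets and ribosome biogenesis genes were higher by a mean of 0.21 and 0.19, hypoxia and glycolysis genes by 0.19 and 0.14, and sterol synthesis genes by 0.18 and 0.090, each with a camera adjusted p-value of at most 0.0268. FOXO targets passed at 24 h (mean -0.15, median -0.078) and not at 12 h (mean -0.086, median -0.0036), and NFE2L2 targets likewise (mean 0.10 and median 0.042 at 24 h, mean 0.081 and median 0.035 at 12 h). The YAP and TEAD targets (means of 0.13 and 0.21, medians of 0.0088 and 0.049, 14 of 22 genes tested), the ATF4 and amino acid synthesis genes (-0.046 and 0.057), the Hedgehog pathway genes (-0.047 and 0.063) and the interferon-stimulated genes (0.058 and -0.066) did not pass against 0 h at either time. The means of the YAP and TEAD targets rested largely on FJX1, with log2 fold changes of 1.90 and 2.28. Between 12 and 24 h, the YAP and TEAD targets (0.079) and the ATF4 and amino acid synthesis genes (0.10) were higher, and sterol synthesis genes (-0.086), FOXO targets (-0.069) and hypoxia and glycolysis genes (-0.046) were lower, each past the camera threshold. Single libraries decided some of these calls. Sterol synthesis genes at 24 h did not pass without 24 h replicate 3 (mean 0.041), NFE2L2 targets at 24 h without 0 h replicate 1 (0.093), YAP and TEAD targets between 12 and 24 h without 12 h replicate 2 (0.038) and hypoxia and glycolysis genes between 12 and 24 h without 24 h replicate 3 (-0.026). Conversely, NFE2L2 targets at 12 h passed without 0 h replicate 2 (0.093), ATF4 and amino acid synthesis genes at 12 h without 0 h replicate 1 (-0.087) and at 24 h in 7 of 9 such fits, and YAP and TEAD targets at 24 h without 0 h replicate 2 (0.21).

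**Figure D3:**
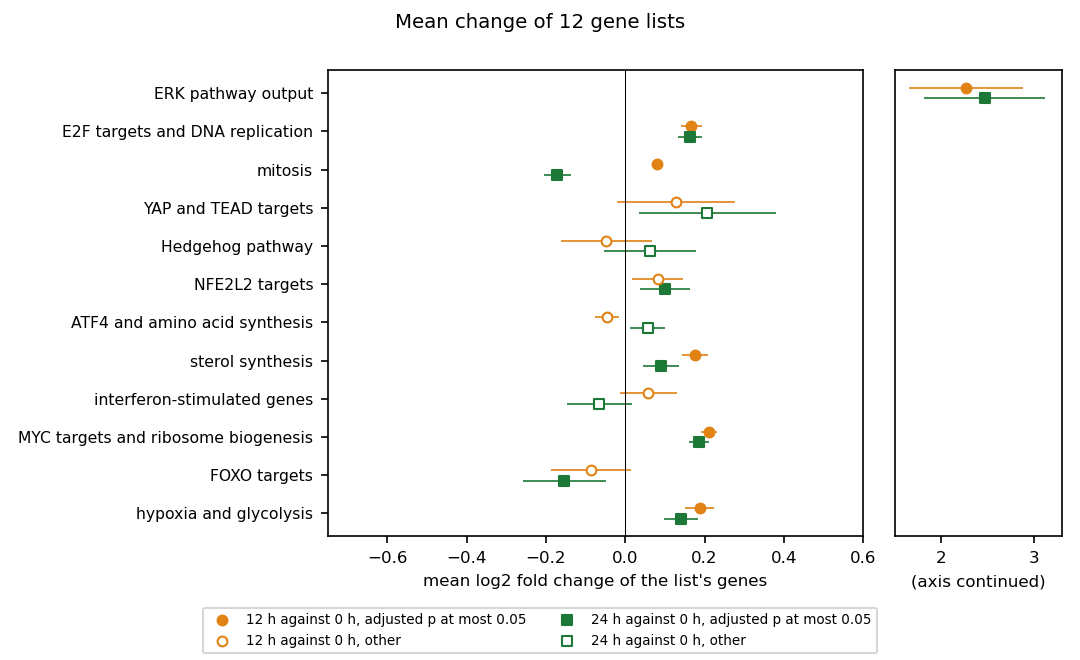
Mean log2 fold change (x axis, in 2 panels with different scales) of the tested genes of each of 12 lists (y axis) at 12 and 24 h against 0 h. Bars are the standard error over the list's genes, filled symbols have a camera adjusted p-value of at most 0.05, and the mitosis list lies above 0 at 12 h and below 0 at 24 h.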

Values the study reported

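The study treated LNCaP cells with 15 ng/mL recombinant human NRG1β for 0, 12 and 24 hours, with n = 3. Its gene set results concern signatures that overlapped between LNCaP cells and the mouse line MyC-CaP. Those it described for both ASPN and NRG1β at 12 hours related to YAP, to cyclin D and to immune signaling. By its account, NRG1β had brought out the E2F1, SHH and RB1-deficiency signatures by 12 hours, and they were there at 24 hours too.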

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

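A result is given here when the effects at 12 h and at 24 h, both against 0 h, differed by the direct test of 24 h against 12 h. That was so for 16 named genes (edgeR) and 7 gene lists (camera). The tests on PRSS1 and PRSS2, long loci and metallothionein genes were chosen only after the result was seen. The study's methods also list treatment with buffer, without stating the times. Of the 9 libraries used here, 0 were of cells without NRG1 at 12 or 24 h. For every pattern in this part, time in serum-free medium and NRG1 are therefore both open. From these libraries alone, the ligand and the medium cannot be told apart for the rise of the ERK pathway output list either. The 0 h cells had already been starved, so only the further time in medium is at issue. The study's separate immunoblots of starved LNCaP cells bear on this at the protein level and at earlier times. By its account, NRG1β activated HER2 and HER3 there, with downstream signaling that included the ERK pathway.

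The genes higher at 24 h than at 12 h were PRSS2 (log2 fold change 1.35), TLL1 (1.06), GLI1 (0.87), PRSS1 (0.82), ETV4 (0.79), DUSP6 (0.42), ETV5 (0.40) and FOS (0.28). Those lower at 24 h were ABCB11 (-1.27), MT1F (-1.02), PEG3 (-0.97), MT2A (-0.92), DSEL (-0.71), ACTRT3 (-0.69), KCNN2 (-0.43) and KLK3 (-0.17). Apart from GLI1, DUSP6 and KLK3, which belong to the fixed panel, and ETV5, FOS, ACTRT3 and KCNN2, which were named for their changes from 0 h, these genes were named for having the largest changes in this comparison, so the difference is part of their selection. GLI1 lost its call in 4 of 6 fits without 1 library, with values from 0.73 to 1.04. MT2A lost it without 24 h replicate 3, with values from -1.06 to -0.82.

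Among the lists, ERK pathway output (mean 0.20), ATF4 and amino acid synthesis (0.10) and YAP and TEAD targets (0.079) were higher at 24 h than at 12 h. The lists of mitosis (-0.25), sterol synthesis (-0.086), FOXO targets (-0.069) and hypoxia and glycolysis (-0.046) were lower. With an estimated correlation among genes the mitosis and sterol lists kept their adjusted p-value under 0.05 and the other 5 did not.

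The mitosis list changed sign between the times, and E2F targets stayed higher at both. A trend on GC content or transcript length was tested by removing it, and the list's mean between 12 and 24 h was still -0.24. One deviating library was tested by leaving out each 12 h or 24 h library in turn, which gave means from -0.26 to -0.24. Both argue against these technical causes as the whole explanation. A hypothesis that stays open is that fewer cells were in mitosis at 24 h, after NRG1 or after the longer time without serum, and the libraries do not separate these.

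KLK3 rose against 0 h at both times and was lower at 24 h than at 12 h. Reads shared between KLK paralogs would move KLK2 with KLK3. KLK3 rose by 0.42 at 12 h and KLK2 by 0.11, a difference of 6.22 standard errors, which argues against that cause for the rise at 12 h. Whether NRG1 or the time in medium lies behind it stays open.

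PRSS1 and PRSS2 are adjacent paralogs. If the reads of one were a fixed share of the other's, both would have the same fold change. They differed by 6.09 standard errors, which argues against it. A rise of one gene alone with some of its reads given to the other cannot be told apart from a rise of both: the smaller change lay on the more abundant gene (log2 ratio of PRSS1 to PRSS2 of 1.99 at 12 h), as such sharing could also give. The 2 longest transcripts had no match of at least 95% identity over 150 bases.

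The 32 protein-coding genes higher at 24 h than at 12 h lay in long loci, with a median genomic span of 86.3 kb against 29.9 kb in random genes of the same expression (permutation p-value 0.0006 from 10000 lists, one-sided). Their transcripts were also longer (median 4.71 kb against 3.49 kb, one-sided permutation p-value 0.0092). With the trends on transcript length and GC content removed, the genes that passed still had a median span of 63.01 kb (one-sided permutation p-value 0.0088), so transcript length bias is not the whole cause. The 29 genes lower at 24 h had a median span of 24.4 kb against 30.2 kb in random genes. Their transcripts were shorter, with a median of 2.29 kb against 3.52 kb. Among genes with an average log2 CPM above 0, Spearman's rho of log2 fold change with transcript length was 0.11 between 12 and 24 h. It was -0.052 at 12 h and 0.028 at 24 h against 0 h. A trend on transcript length thus ran both ways in this comparison and may account for part of the difference in span. No biological explanation of the span was tested.

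Metallothionein genes fell together. At 24 h against 0 h, MT2A had a log2 fold change of -1.24, MT1F of -1.22, MT1G of -0.90 and MT1X of -0.59. A candidate explanation is less zinc in the serum-free medium, which would lower SLC30A1 too. SLC30A1 was instead higher by 0.87 at 24 h. This goes against a shortage of zinc, yet NRG1 might raise SLC30A1 by another route, so the single gene leaves it open.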

How the results depend on the processing

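The counts of genes depended most on the fold threshold, which by its construction admits or removes small changes. On the adjusted p-value alone 3605, 4065 and 1171 genes passed at 12 h, at 24 h and between 12 and 24 h, and 2367 were shared by 12 and 24 h. With a fold change of at least 2 the counts were 179, 266, 34 and 98. Testing against a 1.5-fold change with glmTreat left 81, 153 and 5 genes. Without the fold threshold 56.4% of the 12 h genes were higher, against 41.8% with it, and under glmTreat 74.1% were. At 24 h these shares were 55.1%, 46.2% and 57.5%. Leaving out 0 h replicate 1 made it 52.1% at 24 h, the only fit without 1 library in which most 24 h genes were higher. Every other alternative of these 3 counts and of the F test stayed within 1.5 times the reported count, apart from the fits without 1 library described next. DESeq2 gave 409, 574 and 72 genes, of which 403, 573 and 65 were among those reported. Leaving out 1 library gave 356 to 440 genes at 12 h, 548 to 601 at 24 h and 55 to 93 between them, the lowest without 12 h replicate 2, where fewer libraries also lower the power. Scaling did not move the split of higher and lower genes by over 10 points. The 2 alternatives chosen after seeing the data, thinning and the GC content and length correction, gave 450 and 483 genes at 12 h, 599 and 644 at 24 h and 88 and 96 between them.

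The replicate numbers did not pair the libraries. Same-numbered libraries of different groups had correlations of their deviations from the group means of -0.037 to 0.029 in 9 pairs. With the replicate block 448, 621, 92 and 4906 genes passed at 12 h, at 24 h, between them and in the F test, and the ATF4 list at 24 h (mean 0.058) and EGFR at 12 and 24 h (0.13 and 0.17) passed the adjusted p-value. The block changed no other call of a list or named gene.

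The correlation of the 2 effects was 0.738 over genes with at least 10 counts in every library, a set with less counting noise. It was 0.335 and 0.392 with different 0 h libraries for each effect, which removes the shared noise but leaves fewer 0 h libraries per effect. Without 1 library it ranged from 0.594 to 0.712.

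The number of list tests that passed fell from 21 to 7 with an estimated correlation among genes. The lists that lost their call were, at 12 h, E2F targets (0.17), mitosis (0.081) and hypoxia (0.19). At 24 h they were E2F targets (0.16), mitosis (-0.17), NFE2L2 targets (0.10), sterol synthesis (0.090), FOXO targets (-0.15) and hypoxia (0.14). Between the times they were ERK pathway output (0.20), YAP targets (0.079), ATF4 (0.10), FOXO targets (-0.069) and hypoxia (-0.046). The means do not depend on the test. With fry, YAP targets (0.13), NFE2L2 targets (0.081) and FOXO targets (-0.086) passed at 12 h and YAP targets (0.21) at 24 h, while ATF4 (0.10) and hypoxia (-0.046) lost their call between the times. With at least 10 counts in every library, NFE2L2 targets (0.095) and sterol synthesis (0.045) lost theirs at 24 h, where fewer members were tested, and the Hedgehog list at 12 h reversed to 0.041. Without 1 library the call changed in at least 1 fit for NFE2L2 targets (0.075 to 0.093) and ATF4 (-0.087 to -0.013) at 12 h. At 24 h it changed for YAP targets (0.18 to 0.22), NFE2L2 targets (0.093 to 0.11), ATF4 (0.015 to 0.089) and sterol synthesis (0.041 to 0.12), and between the times for YAP targets (0.038 to 0.11) and hypoxia (-0.068 to -0.018). The single libraries behind a change were 0 h replicate 2 (NFE2L2 at 12 h, 0.093, and YAP at 24 h, 0.21), 0 h replicate 1 (ATF4 at 12 h, -0.087, and NFE2L2 at 24 h, 0.093), 24 h replicate 3 (sterol synthesis at 24 h, 0.041, and hypoxia between the times, -0.026) and 12 h replicate 2 (YAP between the times, 0.038). ATF4 at 24 h passed in 7 of the 9 fits without 1 library. The cause was not tested.

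The other reversals were of values near 0 that did not pass where they reversed, and their cause was not tested. E2F targets between 12 and 24 h were at 0.0053 with the GC content and length correction and from -0.017 to 0.0089 without 1 library. The Hedgehog list at 24 h ranged from -0.015 to 0.14. PTCH1 at 12 h was at 0.049 with that correction and from -0.017 to 0.014 without 1 library, ERBB3 at 24 h ranged from -0.042 to 0.014, and IRS2 at 24 h from -0.062 to 0.11. Of the 66 values of named genes, 56 kept their direction and their side of the adjusted p-value in every alternative run for them: DESeq2, median-of-ratios size factors, at least 10 counts in every library where the gene met it, only the 6 libraries compared, the replicate block, the GC content and length correction, and each replicate left out. EGFR passed at 24 h with DESeq2, with the 6 libraries alone and with the GC content and length correction, and did not pass as reported. With that correction ERBB3 passed at 12 h (log2 fold change 0.086) and TXNIP lost its call at 12 h (log2 fold change 0.070). The depth limits ERBB4 and GLI1, which had 193 and 527 reads in the 9 libraries.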

Other observations

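The tests of transcription running on, near-identical copies and copy number in this part, and the use of simulated gene counts, were chosen only after the result was seen.

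The number of genes past both thresholds was compared with other splits of the same libraries. In each of the 3 pairwise comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. The highest count of another split was 0, 1 and 0 genes, against 463, 597 and 104 for the real split of the 6 libraries. With 10 splits the share cannot go below 0.1, so this share decides nothing by itself. In 20 simulations of unchanged groups at most 1, 2 and 1 genes passed at 12 h, at 24 h and between them, against 457, 638 and 87 in the data. Low counts follow from their construction, as each gene was drawn independently with the fitted dispersions and tested with the same model. The simulations show that the test held its error rate under that model. They cannot rule out noise shared by the libraries of a group. For the F test over the 3 times, 1 of 100 splits of the 9 libraries gave as many genes as the real one, and the highest count of another split was 2475 against 4830. This argues against a chance split as the cause.

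Trends on GC content and transcript length were removed from each library, and 444 of the 457 genes at 12 h and 615 of the 638 at 24 h passed again. The correction moved other genes, and the common biological coefficient of variation went from 4.07% to 3.65%. The 0 h libraries were deeper than the others. After all libraries were thinned to the smallest library total, 47016302 counts, 402 of the 457 and 559 of the 638 genes passed again. Neither explanation accounts for most of the genes.

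Neighbouring genes tended to change together at 24 h. Of 19225 pairs of adjacent tested genes, 74 had both members past the thresholds in the same direction, against a mean of 10.6 and at most 27 in 10000 random placements matched on expression (one-sided permutation p-value 0.0001, the smallest they can give). Pairs whose spans overlap share reads when strand is not used. Without them 50 pairs remained, against at most 22 by chance. Transcription running on from one gene into the next was tested by keeping only pairs at least 10 kb apart, which left 31 pairs, against at most 15 by chance. Near-identical copies accounted for 4 pairs, and 70 remained. Each of these argues against the technical cause as the whole explanation. A shared regulatory region or shared chromatin is a hypothesis that stays open and was not tested.

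The longest run lay on chromosome 3, 169764520 to 169869935 (GRCh38), where all 7 tested genes from TERC to LRRC31 fell at 24 h. MYNN had a log2 fold change of -0.79 at 12 h and -1.24 at 24 h, and LRRC31 of -0.77 and -0.60. A single difference in copy number between cultures would lower all genes of the block alike. MYNN and LRRC31 differed by 6.87 standard errors at 24 h, and MYNN fell further between 12 and 24 h (-0.45, edgeR adjusted p-value 7.92e-08). Both argue against such a difference as the whole cause. A local loss of activity after treatment may be involved, as a hypothesis.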
